A study of Mus musculus with 2 samples. Its data were reported in "The deubiquitinase USP21 maintains the stemness of mouse embryonic stem cells via stabilization of Nanog" (2016).

How the data were processed

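The series profiled the genomic binding of USP21, a deubiquitinase, in E14 cells, a line of mouse embryonic stem cells (mESCs) grown in medium with leukaemia inhibitory factor. Per the labels it held 2 libraries: 1 chromatin immunoprecipitation (ChIP) library made with an anti-Flag antibody from cells expressing Flag-USP21, and 1 input library made from chromatin without antibody. The grouping was taken from the sample titles. A peak list belonging to the Flag ChIP library was analysed. No file of the input library was analysed here, so the input entered only through whatever control the authors' peak caller used. With 1 library per group there were no replicates, and no test between samples was possible.

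The deposited list gave the chromosome, start, end, identifier and score of each peak. The score is the authors' own value per peak, written by their peak caller. In the MACS14 layout of the list it is 10 times the negative log10 of the p-value of ChIP tags against background, so that the lowest score of 40 stands for a p-value of 0.0001, a score of 50 for 1e-05 and a score of 100 for 1e-10. It was used to describe, rank and filter peaks within the list. According to the methods, reads were aligned with Bowtie and only uniquely mapped reads were kept. The methods name a later MACS release run in its broad mode with IgG as control, whereas the list carried MACS14 identifiers and narrow intervals, and the labels gave an input library. Which run produced the list, and against which control, was therefore left open. The identifiers ran from 1 to 4117 with 0 missing.

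The genome build was checked before any position was used. The methods name mm10 for alignment and mm9 for annotation. Of the 4117 peaks, 20 on 7 chromosomes ended beyond the GRCm38 (mm10) end of their chromosome, and the last peak of chromosome 7 ended at 104.8% of the GRCm38 length. The list was therefore not in GRCm38 coordinates. An mm9 genome was not used here, and no coordinates were converted. For this reason the planned analyses that need sequence or gene positions were left out: the promoter share, genic classes, target gene count, score by position, sequence composition, motif enrichment and peaks near the 5 genes the study tested by ChIP-qPCR. Coordinates are given 1-based, as in the deposited list. GRCm38 supplied only the length of each chromosome without assembly gaps, as an approximation, and GENCODE M21 supplied the number of protein-coding genes per chromosome (21755 over the 19 autosomes and X). Chromosome Y was left out of the comparisons between chromosomes, because its last peak ended at 3.13% of the GRCm38 length.

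The analyses were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Medians were given with 95% order-statistic confidence intervals and shares with exact Clopper-Pearson 95% intervals. These intervals cover counting error across peaks only. Peaks per chromosome were compared with length by a chi-square test and, for each of 20 chromosomes, by a two-sided exact binomial test with Benjamini-Hochberg adjustment, at an adjusted p-value threshold of 0.05. Score and width were correlated across peaks (Pearson and Spearman) with two-sided permutation tests of 100000 resamples, whose smallest possible p-value is 1e-05. Clustering was the share of peaks whose midpoint lay within 10 kb of another midpoint. It was compared with 1000 random placements of the peaks of each chromosome between its first and last peak, by a one-sided permutation test with a smallest possible p-value of 0.001. The placements were planned outside assembly gaps, which were not used here. The peaks named in the text are the 10 with the highest score and the 3 widest. The named genes of the plan were not analysed here, since gene positions were not used.

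Dense intervals along each chromosome were sought after the chromosome counts had been seen. Peaks were counted in 1 Mb bins, the interval of at least 5 Mb and at most 80% of the bins with the highest likelihood ratio was taken, and its ratio was compared with that of 1000 random placements. The scores were also compared with Poisson tails, after the plot of score against width had been seen. A window of a fixed smallest length and a rate of tags per bp were fitted so that the largest number of scores fell within 0.015 of 10 times the negative log10 of a Poisson tail, with the mean taken as the rate times the larger of the width and the window. A fixed mean was fitted in the same way to the remaining peaks, and was then used as the weight of 1 tag in windows of 1, 5 and 10 kb, with means up to 1.5 times the background. The peaks matched in 10 kb windows were compared between regions by Fisher's exact test, chosen after the shares at the background rate had been seen. For comparisons of the background rate between regions, the 5 intervals over 2-fold were left out, and all 8 intervals in an alternative.

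The chromosome test, interval scan, clustering, gene-number mixture, correlations, evenness test and Poisson tails were tested on simulated data. With chromosome 14 doubled in weight, it was called in 100% of 200 simulations of 4099 peaks and in 87% of 200 simulations of 543 peaks. With nothing changed, any chromosome was called in 3.5% and 4% of them. Simulated intervals were found within 2 Mb at both ends in 100% of 50 simulations. For the Poisson tails, 1 simulated list returned the true window and 100% of the peaks at the background rate, and placed 0.437% of the other peaks there. Simulated tags in 10 kb windows were matched for 100% of peaks at the true weight and for 12.9% at 1.1 times that weight.

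The alternatives fixed before the data were examined were a score of at least 100, the peaks with a score of at least the median, autosomes only, a list without the 1% widest peaks and a cluster distance of 50 kb. Those added later were chromosome lengths taken from the highest peak end, a score of at least 50, a score below 50, 1 peak per 10 kb cluster, placement within 5 Mb bins and a list without chromosome Y. The alternatives that need sequence or annotation were not run.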

Results

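To locate USP21 on chromatin in mESCs, the study immunoprecipitated Flag-tagged USP21 from E14 cells and sequenced the DNA (ChIP-Seq). The data comprised 1 Flag ChIP library, with a list of called peaks, and 1 input library, of which no file was analysed here. There were no replicates, so the values below describe this list, and peaks were not treated as replicates of the experiment. Positions are those of the deposited list, which was not in GRCm38 coordinates, and the genes at these positions were not analysed here.

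The list held 4117 peaks on 21 chromosomes, including 18 on chromosome Y, and covered 628 kb. The peaks were narrow, with a median width of 145 bp (95% confidence interval 144 to 145 bp). The quartiles of the width were 122 and 160 bp and its range was 60 to 6257 bp. Peaks under 100 bp made up 12.8% of the list (528 peaks), and 10 peaks were wider than 1 kb. The median of the authors' score was 51.24 (95% confidence interval 50.66 to 51.72), with quartiles of 44.55 and 72.83 and a range of 40 to 1214.29. Thus, a large part of the list lay close to its lower limit. A score below 50 was found for 1934 peaks (47.0%, exact 95% interval 45.4 to 48.5%), and a score of at least 100 for 547 peaks (13.3%). The stricter score changed the number of peaks most, whereas the median width of these peaks was 137 bp (95% confidence interval 128 to 146 bp).

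The 10 highest-scoring peaks lay on 9 chromosomes and had a median width of 218.5 bp. The highest score, 1214.29, belonged to a peak of 201 bp on chromosome 13 (92813827 to 92814027). It was followed by a peak of 121 bp on chromosome 12 (47959247 to 47959367, score 1010.02) and a peak of 667 bp on chromosome 14 (103863481 to 103864147, score 951.69). Next came a peak of 1251 bp on chromosome 17 (79486950 to 79488200, score 888.36) and a peak of 137 bp on chromosome 5 (15337483 to 15337619, score 883.53). Chromosome 4 held a pair of these peaks, of 90 bp (108540451 to 108540540, score 829.62) and 540 bp (129912108 to 129912647, score 757.27). The remaining peaks were on chromosome 9 (40860398 to 40860560, 163 bp, score 740.94), chromosome 7 (85058574 to 85058818, 245 bp, score 723.2) and chromosome 2 (149350263 to 149350498, 236 bp, score 657.63). Of these 10 peaks, 3 were narrower than the median of the list. By contrast, the 3 widest peaks were all on chromosome Y and had lower scores. They spanned 6257 bp (2779601 to 2785857, score 143.89), 3376 bp (1787872 to 1791247, score 57.06) and 2909 bp (2864305 to 2867213, score 156.15).

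Next, the number of ChIP tags behind the scores was examined, since the list gives no tag counts. The scores were not continuous: the 4117 peaks carried 1608 different scores, and many peaks lay on parallel lines in the plot of score against width. These lines matched Poisson tails at 1 background rate of 8.13 tags per kb, applied to the peak width or to 104 bp, whichever was larger. At that rate 2212 peaks (53.7%, exact 95% interval 52.2 to 55.3%) had a score within 0.015 of a Poisson tail. At 75 other rates tried, at most 1.34% of the peaks did. The mean in the smallest window was 0.845 tags. Of the 2212 peaks, 928 (42.0%) had the score of a tail beyond 7 tags, that is, of 8 or more tags. A tail beyond 8 tags was found for 341 peaks, and 118 peaks had a tail beyond 20 tags or a higher number. The list does not state whether a tail beyond 7 tags stands for a peak with 7 or with 8 tags. On this reading of the score, the typical peak of this kind rested on few tags. The remaining 1905 peaks were scored against other means. Of these, 298 had scores of Poisson tails at a fixed mean of 1.7 tags regardless of width, whereas no fixed mean more than 0.01 away from it matched over 161 peaks.

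**Figure D1:**
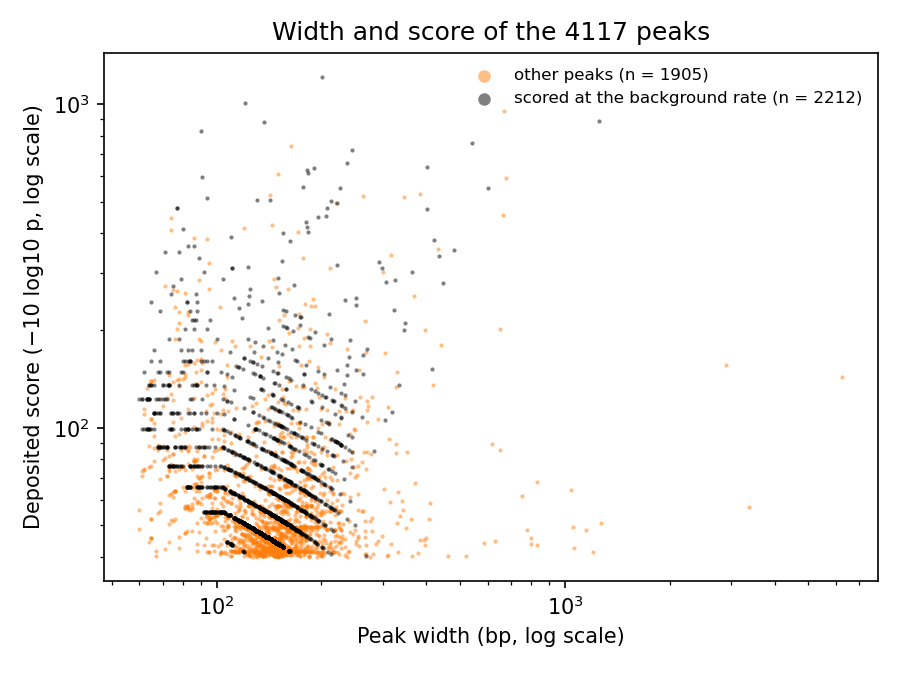
Width in bp (x axis, log scale) and deposited score, 10 times the negative log10 of p (y axis, log scale), of the 4117 peaks, with 1 point per peak. Black points are the 2212 peaks whose score equals a Poisson tail at the background rate, which lie on lines that are flat up to 104 bp and fall with width beyond it, and orange points are the other 1905 peaks.

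The relation between score and width across the peaks depended on the measure. Spearman's rho was −0.15 (two-sided permutation p = 1e-05, the smallest that the permutations can give; adjusted p = 2e-05 over 8 correlations). Pearson's r was 0.09 (permutation p = 0.0031; adjusted p = 0.005). Among the 547 peaks with a score of at least 100, rho was 0.12 (permutation p = 0.0073; adjusted p = 0.0097), opposite in sign to that of the whole list. Without the 1% widest peaks, r was 0.01 (permutation p = 0.49; adjusted p = 0.49), so the positive r rested on those peaks.

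To ask whether peaks fell on chromosomes in proportion to length, the 4099 peaks on the 19 autosomes and X were compared with the chromosome lengths. The distribution differed from length (chi-square 629 with 19 degrees of freedom, p = 3.57e-121). In two-sided exact binomial tests, 15 of 20 chromosomes had an adjusted p-value under 0.05, 5 with more and 10 with fewer peaks than predicted. In these exact tests the highest ratio of observed to predicted peaks was 2.20 on chromosome 14 (428 peaks, 95% interval 2.01 to 2.41, adjusted p = 4.32e-49). The ratio was 1.66 on chromosome 1 (510 peaks, 1.53 to 1.80, exact adjusted p = 1.63e-27) and 1.38 on chromosome 8 (278 peaks, 1.23 to 1.55, adjusted p = 6.15e-07). It was 1.28 on chromosome 6 (301 peaks, 1.15 to 1.43, exact adjusted p = 5.39e-05) and 1.24 on chromosome 11 (236 peaks, 1.09 to 1.4, adjusted p = 0.00171). The 10 chromosomes with fewer peaks had ratios of 0.611 to 0.810, with the lowest values on X (160 peaks, exact adjusted p = 2.99e-11) and chromosome 19 (57 peaks, adjusted p = 0.000162). Predicted numbers are shares of 1 total, so the excess on 5 chromosomes lowers the ratios of the others by construction. Among the 2346 peaks of the other 15 chromosomes alone, the departure from length was much smaller (chi-square 30.7, p = 0.00618). A ratio under 1 in the whole list is therefore not by itself evidence of a depleted chromosome.

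The score threshold moved this result most. Among the 543 of these peaks with a score of at least 100, the distribution did not differ detectably from length (chi-square 26.2, p = 0.125). None of the 20 chromosomes had an adjusted p-value under 0.05 (0 chromosomes), and 2 had an unadjusted p-value under 0.05. The ratio of chromosome 14 was then 1.05 (95% interval 0.696 to 1.51) and that of chromosome 1 was 0.860 (0.604 to 1.18). Chromosomes 1, 6, 8, 11 and 14 together, chosen for their excess in the whole list, were expected to hold 27.5% of the peaks. They held 53.0% of the peaks with a score below 50, a ratio of 1.93 (95% interval 1.85 to 2.01). The ratio was 1.30 (1.21 to 1.39) for scores of 50 to 100 and 0.998 (0.863 to 1.14) for scores of at least 100. The difference between weak and strong peaks was tested directly: 1022 weak peaks lay on these chromosomes and 905 elsewhere, against 149 and 394 strong peaks (two-sided Fisher's exact test, odds ratio 2.99, p = 1.31e-26).

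**Figure D2:**
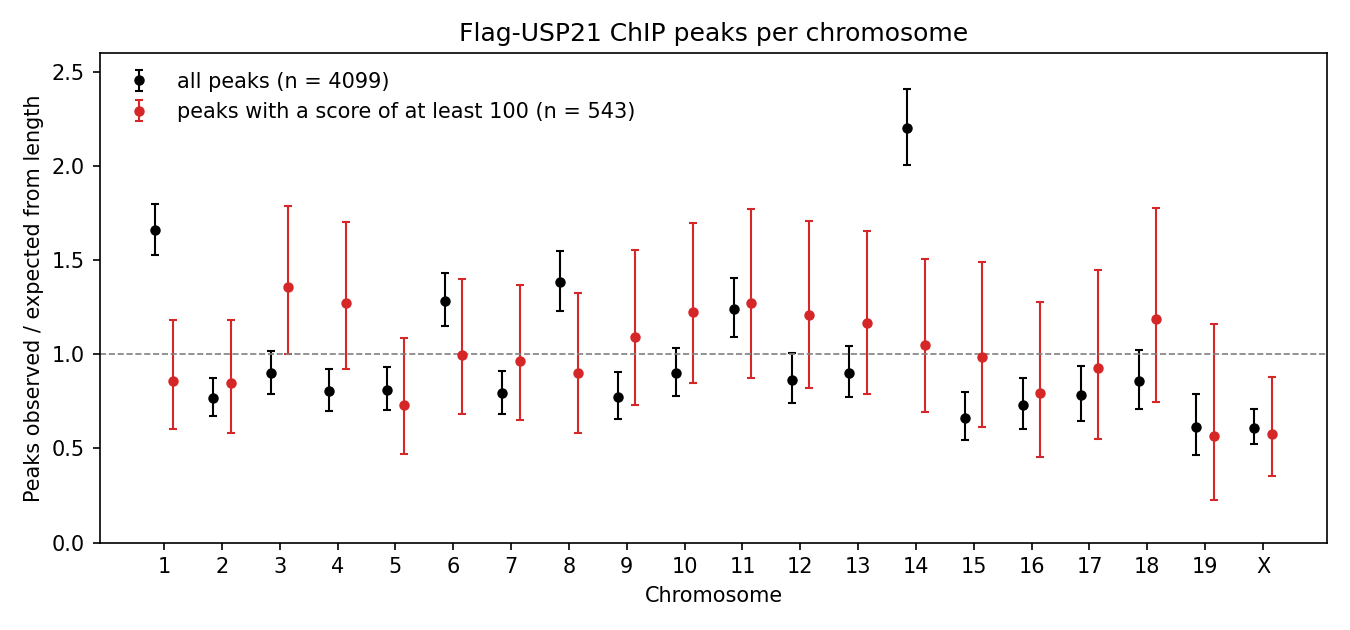
Ratio of observed peaks to the number predicted from chromosome length (y axis) for the 19 autosomes and X (x axis), with exact 95% intervals, for all 4099 peaks (black) and the 543 peaks with a score of at least 100 (red); the dashed line marks a ratio of 1. Chromosome 14 stands at 2.20 for all peaks and at 1.05 for the high-scoring peaks.

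The excess was uneven along some chromosomes. A scan for dense intervals, added after the chromosome counts had been seen, found an interval on 8 of 20 chromosomes at an adjusted p-value under 0.05. On chromosome 14 it spanned 79 to 116 Mb and held 315 peaks, or 8.51 per Mb against 1.31 per Mb on the rest of the chromosome (6.48-fold; permutation p = 0.001, the smallest possible; adjusted p = 0.004). The density of peaks with a score below 50 was 9.01-fold higher inside this interval (95% interval 6.71 to 12.3). For peaks with a score of at least 100 it was 1.60-fold higher (0.671 to 3.67, 11 peaks inside and 16 outside), which was not a detectable difference. On chromosome 6 the interval was 102 to 149 Mb (165 peaks, 2.53-fold; permutation adjusted p = 0.004). Over 2-fold densities were also found on X at 119 to 124 Mb (48 peaks, 13.5-fold), chromosome 12 at 113 to 118 Mb (29 peaks, 4.93-fold) and chromosome 13 at 17 to 24 Mb (34 peaks, 3.99-fold), each with a permutation adjusted p = 0.004. The intervals on chromosomes 1, 5 and 8 were 1.64-fold, 1.81-fold and 1.74-fold denser than the rest of their chromosomes. Among the peaks with a score of at least 100, an interval was found on 1 chromosome. It lay at 19 to 24 Mb on chromosome 13 and held 14 of these peaks, with 15 on the rest of the chromosome (18.7-fold; permutation adjusted p = 0.02).

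**Figure D3:**
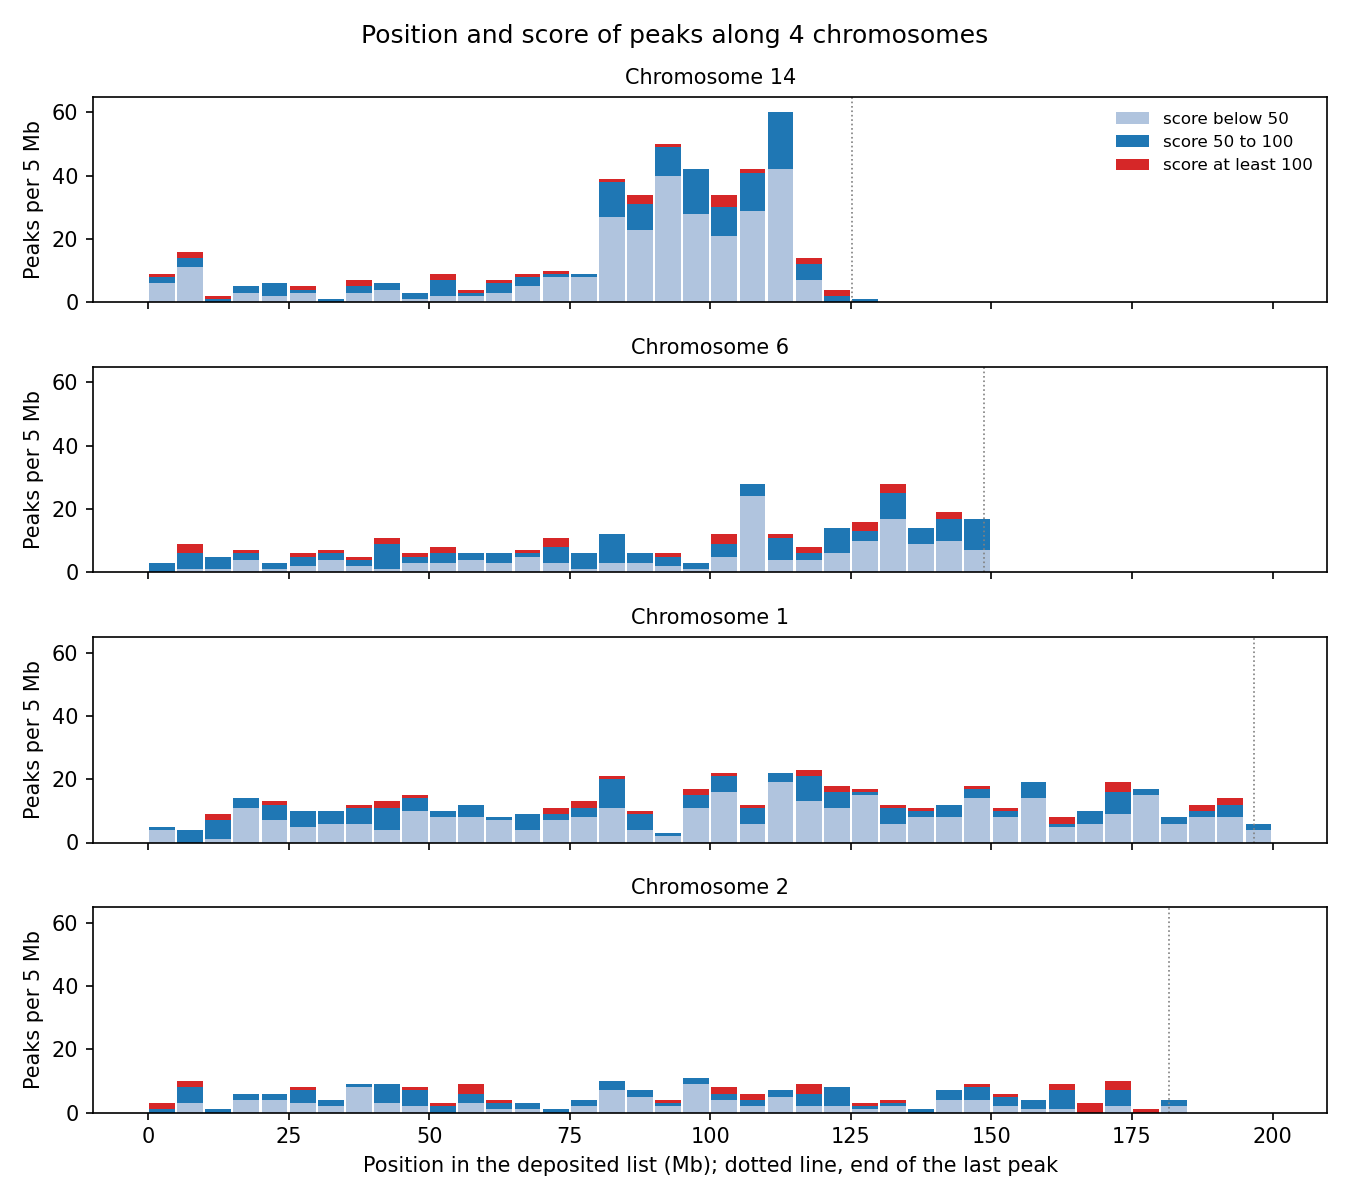
Peaks per 5 Mb (y axis) along chromosomes 14, 6, 1 and 2 (x axis, position in Mb in the deposited list), stacked by score: below 50 (light blue), 50 to 100 (blue) and at least 100 (red). The rise on chromosome 14 between 79 and 116 Mb is made up mainly of peaks with a score below 50 (221 of 315 peaks).

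Peaks also lay closer together than random placement gave. Within 10 kb of another peak were 363 of 4117 peaks (8.82%), against a mean of 3.64% in 1000 random placements (95% range 2.89 to 4.47%; one-sided permutation p = 0.001, the smallest possible). Placement within the 5 Mb bin of each peak, added after the uneven distribution had been seen, raised the random share to 4.61% (permutation p = 0.001). Among the peaks with a score of at least 100, 18 of 547 (3.29%) lay within 10 kb of another such peak, against 0.480% in random placements (permutation p = 0.001).

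Because the study places USP21 at gene promoters, the number of peaks per chromosome was compared with the number of protein-coding genes. This comparison was chosen after the chromosome counts had been seen. Across 20 chromosomes, the density of peaks with a score of at least 100 did not follow gene density (Pearson's r = −0.11, permutation p = 0.65; Spearman's rho = −0.11, permutation p = 0.65; adjusted p = 0.65 for both, adjusted separately for each measure). Without chromosomes 7 and 11, which had the gene densities farthest from the median, r was −0.33. The counts of these 543 peaks differed from the gene numbers (chi-square 71.8, p = 4.59e-08). In a mixture of placement by gene number and by length, the share placed by gene number was estimated at 0%, with a 95% profile interval reaching 29.2%.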

Values the study reported

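The study compared the target genes of USP21 with those of Nanog, for which it used Nanog ChIP-Seq data published earlier. It reported that Nanog also bound about 60% of the USP21 targets.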

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

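The alternatives with a score of at least 50, a score below 50, 1 peak per cluster, lengths from the list, placement within 5 Mb bins, a list without chromosome Y and those for the background rate were chosen after the peak counts had been seen.

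By construction, a stricter score shortened the list, to 547 peaks at a score of at least 100 and 2059 at a score of at least the median. The median width fell from 145 bp to 137 and 139 bp, respectively. The number of chromosomes that departed from length fell from 15 to 0 at a score of at least 100. It was 3 at a score of at least the median and 3 at a score of at least 50. At 543 peaks, a doubled chromosome 14 was still called in 87% of simulations, so fewer peaks alone do not account for its loss, whereas smaller departures could be missed. With autosomes only, lengths from the list, a score below 50 and 1 peak per cluster, 15 to 20 chromosomes were called. For the ratios of chromosomes 1, 6, 8, 11, 14, 19 and X, 33 of 48 alternatives gave the same direction and the same side of the threshold. The other 15 no longer passed the threshold: 7 at a score of at least 100, 4 at a score of at least the median and 4 at a score of at least 50, with 0 called in the opposite direction.

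Spearman's rho between score and width changed from −0.15 to 0.12 among peaks with a score of at least 100. Selection on the score takes part of this relation away by construction, and the cause was not tested further. Pearson's r fell from 0.0885 to 0.0108 without the 1% widest peaks, as these few peaks carry it. Without chromosome Y, rho was −0.15 and r was 0.15. The share of clustered peaks stayed above random placement in all 6 alternatives run, from 3.29% at a score of at least 100 to 24.1% at 50 kb.

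The share of peaks scored at the background rate in the chromosome 14 interval was 8.25%, and 8.89% with scores matched within 0.05. It was 12.8% at a score of at least 50 and 0% (0 of 11 peaks) at a score of at least 100. On chromosomes 1, 6, 8, 11 and 14 outside their intervals over 2-fold the share was 45.5%, and 44.4% with all 8 dense intervals left out. On the other chromosomes it was 67.9% and 68.0%, respectively. Alternatives based on repeat content, matched GC or gene annotation were not run, because the genome of the list was not used here. Tag numbers were recovered for only part of the list, which limits statements on depth to those peaks.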

Other observations

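All tests given here were chosen after the peak counts had been seen. For the test with 1 peak per cluster and the test of the even spread of weak peaks, the possible outcomes were set out before their own values were seen.

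The means behind the 1905 peaks off the background rate were only partly recovered. Of these peaks, 298 had scores of a fixed mean of 1.7 tags, the value that 1 control tag in the peak would give if each control tag counted as 1.7 ChIP tags. Whole numbers of tags of that weight in 10 kb windows, with means up to 1.5 times the background, matched 41.3% of the peaks. A weight of 1, as for unscaled tags, matched 8.66%, and the highest share at 14 other weights was 14.7%. For 1 kb windows the shares were 19.7% at the fitted weight and at most 1.26% at the others. Within the chromosome 14 interval, the 10 kb windows matched 33.9% of 289 peaks, against at most 16.3% at the other weights. A scaled control that set the local mean is a candidate explanation for the peaks matched this way. It rests on a reading of the score that the deposited list does not state, and whether the control was the input or an IgG sample cannot be read from the list. If it holds, the matched peaks are ones where the control was locally raised, up to the share matched at other weights. The means of the remaining peaks off the background rate were not recovered. The share of peaks at the background rate moved little with the matching: on the 15 other chromosomes outside their intervals over 2-fold it was 67.9%, and 68.2% with scores matched within 0.05.

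The excess of weak peaks on chromosomes 1, 6, 8, 11 and 14 was weighed against several explanations. Tight clusters are argued against by a ratio of 1.53 with 1 peak per 10 kb cluster, and differences between genome builds by a ratio of 1.55 with lengths taken from the list. Gene number is argued against as well, because the 5 chromosomes held 1.58-fold more peaks than their share of genes (95% interval 1.52 to 1.63). The background rate gave a further comparison, in which the 5 dense intervals over 2-fold were left out and those on chromosomes 1, 5 and 8, which were under 2-fold, were kept. On this basis 45.5% of the peaks of the 5 chromosomes were scored at the background rate, against 67.9% on the 15 other chromosomes (44.4% and 68.0% with all 8 intervals left out). The 5 chromosomes were not alike. Outside their intervals, chromosomes 6 and 14 held 1.12-fold as many peaks per Mb as the others (95% interval 0.978 to 1.28). Their excess therefore lay mainly in the intervals. For scores below 50 the ratio was 1.45 on chromosome 14 (1.09 to 1.90) and 1.05 on chromosome 6 (0.764 to 1.41). Some excess of weak peaks thus remained on chromosome 14. By contrast, chromosomes 1, 8 and 11 held 1.92-fold as many peaks when all scores were pooled (1.78 to 2.07). Their ratio was 2.97 for scores below 50 (2.67 to 3.30) and 1.37 for scores of 50 to 100 (1.21 to 1.56). For scores of at least 100 it was 1.01 (0.794 to 1.27), so no excess of strong peaks was detected there. With all 8 intervals left out, the pooled ratio was 1.74-fold (1.60 to 1.89), and chromosome 8 fell from 1.78-fold to 1.37-fold (1.13 to 1.65). A higher mean lowers scores, so weak peaks would be off the background rate more often by construction, and strong peaks were tested alone. At a score of at least 100, 33 of 91 peaks on chromosomes 1, 8 and 11 and 269 of 377 on the others were at the background rate (two-sided Fisher's exact test, odds ratio 4.38 for lying off it, p = 9.34e-10, with peaks taken as independent; 5.27 with all 8 intervals left out). The odds ratio was 3.32 on chromosome 1, 4.15 on chromosome 8 and 6.37 on chromosome 11. Means above the background, recovered from the 10 kb windows at the fitted weight, were found for 15 of the 91 strong peaks (16.5%, at most 7.69% at other weights) and 23 of the 377 (Fisher's exact test, odds ratio 3.04, p = 0.00245). By chromosome, these strong peaks were 6 of 35 on chromosome 1, 7 of 32 on chromosome 11 and 2 of 24 on chromosome 8. On chromosome 8 this was no more than at another weight (8.33%). Among peaks of any score, means above the background were found for 30.4% on these 3 chromosomes and 11.8% on the others (at most 8.50% and 4.70% at other weights). On chromosome 8 alone that share was 30.6% (at most 6.83% at other weights). Only peaks off the background rate were matched, so these counts rise by construction with the share off that rate. Strong peaks off it were not compared on their own, so the odds ratio of 3.04 is not separate evidence of raised means. A higher tag density in both the ChIP and the control library, as extra copies of chromosomes 1, 8 and 11 in the cells might give, is a candidate explanation for these chromosomes under the reading above. For the whole of chromosomes 6 and 14, pooled, the values did not agree. Outside their intervals, 31 of 35 strong peaks were at the background rate (odds ratio 0.321 for lying off it, Fisher's exact test, p = 0.0288) and means above the background were recovered for 0 of them, whereas weak peaks were more often off the background rate than on the others (odds ratio 2.13, Fisher's exact test, p = 0.000299). Taken singly, these chromosomes differed. On chromosome 6 all 19 strong peaks were at the background rate, and weak peaks were not detectably more often off it (odds ratio 1.31, Fisher's exact test, p = 0.36). Means above the background were still recovered for 34.0% of its weak peaks. On chromosome 14 it was 12 of 16 strong peaks, and weak peaks were more often off it (odds ratio 3.25, Fisher's exact test, p = 3.43e-05). With 35 strong peaks, extra copies of either whole chromosome were left open. Denser binding stays open. Weak peaks had 2.99-fold higher odds than strong peaks of lying on the 5 chromosomes (Fisher's exact test), but a higher mean would also turn strong calls into weak ones there. Why weak calls would remain in excess where the control is raised was not tested.

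In the dense interval of chromosome 14, the share of peaks at the background rate was lower still. At that rate were 26 of its 315 peaks (8.25%, exact 95% interval 5.46 to 11.9%), against 67.9% on the 15 other chromosomes outside their intervals over 2-fold. Means above the background were recovered for 98 of the 315 peaks (31.1%, at most 14.9% at other weights), against 11.8% on those chromosomes (odds ratio 3.39, two-sided Fisher's exact test, p = 7.56e-17). On chromosomes 1, 8 and 11 the share was 30.4%, but 42.1% of their peaks were at the background rate and could not be matched, against 8.25% in the interval. The shares of 31.1% and 30.4% are therefore not on a like basis, and their closeness does not point to a shared cause. Among strong peaks of the interval, means above the background were recovered for 1 of 11, no more than at another weight (9.09%). Only peaks off the background rate were matched, so the odds ratio of 3.39 is not independent of the share at that rate. Among peaks off it, 33.9% of 289 were matched in the interval and 41.3% of 1905 in the list, which includes the interval. This was no excess, but means over 1.5 times the background were not tried, so higher means in the interval are not excluded. If means off the background rate come from the control, the 8.25% argues against extra copies in the ChIP DNA that the control lacks. Means were recovered for only part of these peaks, so that condition was not settled. The odds of lying off the background rate were 23.5-fold higher inside the interval (two-sided Fisher's exact test, p = 1.67e-96), and 0 of its 11 strong peaks were at the background rate. Extra copies of the region in both libraries may underlie the interval. An excess of copies in the ChIP DNA over the control was also set to a test of evenness, in which random spread was predicted. Weak peaks were bunched instead, with a variance of 1.72 times the mean per Mb (random range 0.590 to 1.5, permutation p = 0.0043). Peaks were clustered across the whole list, so that bunching does not decide the question. Denser binding inside the interval stays open too: weak peaks had 5.64-fold higher odds than strong peaks of lying there (Fisher's exact test, p = 3.88e-05), but the split by score depends on the mean each peak was scored against. Copy number was not measured, and the input library, which bears on it, was not analysed here.

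Few peaks at the background rate were also found in 3 of the 4 other intervals over 2-fold. On X at 119 to 124 Mb, 2 of 48 peaks were at the background rate, and on chromosome 12 at 113 to 118 Mb, 5 of 29 were. On chromosome 6 at 102 to 149 Mb the number was 51 of 165. Means above the background were recovered for 32.7% of the peaks of the chromosome 6 interval (at most 13.3% at other weights). In the chromosome 12 interval they were recovered for 7 of 29 peaks (24.1%, at most 10.3% at other weights). All 3 strong peaks of the chromosome 12 interval were nevertheless at the background rate. The 10.4% found on X did not exceed the 14.6% reached at another weight. By contrast, on chromosome 13 at 17 to 24 Mb, 27 of 34 peaks (79.4%) were at the background rate, and 14 of the 34 had a score of at least 100. This was the only one of the 5 intervals over 2-fold where strong peaks were detectably denser (14.8-fold, 95% interval 6.62 to 32.9). Outside its interval, X had 83 of 112 peaks at the background rate (74.1%), including all 20 of its strong peaks.

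The lower scores of wider peaks may follow in part from the scoring itself. For a tail beyond 7 tags, the score at the background rate was 55.1 up to 104 bp and 43.8 at 150 bp, and it dropped under 40 for peaks wider than 170 bp. Across the 2212 peaks at the background rate, rho between score and width was −0.18 and Pearson's r was 0.25, of opposite sign. Between tag number and width, rho was 0.12 and r was 0.46 (two-sided permutation p = 1e-05 for all 4, the smallest possible). The score limit favours these positive signs, since wide peaks enter the list only with more tags. Among the 1893 peaks up to 170 bp with a tail beyond 7 or more tags, which the limit does not restrict, rho was −0.20 for tag number and −0.49 for score (permutation p = 1e-05 for both). With a tail beyond 12 or more tags and up to 442 bp, rho was 0.21 for tag number (permutation p = 3e-05) and −0.20 for score (permutation p = 3e-05). As the sign for tag number depends on this choice, the share of the relation due to the scoring was left open.

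Placement of strong peaks at gene promoters was examined only through gene number, as positions of genes were not used. The upper limit of the share placed by gene number was 29.2% among the 543 peaks with a score of at least 100. The limit assumes that every protein-coding gene is equally likely to be bound and that all other peaks follow length, which was not measured, so promoter placement stays open. In simulations of 543 peaks with a true share of 50%, the interval held the true value in 95.5% of 200 runs.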
